A study of Homo sapiens with 12 samples. Its data were reported in "MITF, TFEB, and TFE3 drive distinct adaptive gene expression programs and immune infiltration in melanoma" (2025).

How the data were processed

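MeWo and SkMel28 are human melanoma cell lines. In this study each carried a doxycycline (Dox) inducible short hairpin RNA against MITF, the melanocyte lineage transcription factor. Cells were kept for 8 days with 0 or 1 µg/ml Dox, and 3 cultures were sampled per line and dose, so that 12 libraries fell into 4 groups of 3. Per the labels MeWo was kept in EMEM and SkMel28 in RPMI, while the paper's methods give RPMI for its human melanoma lines apart from HBL. If the labels hold, line and medium change together. No comparison here includes a line given Dox without the hairpin against MITF, and a change with Dox is therefore the change with the hairpin and the drug together. Libraries were made from total RNA with the QuantSeq Forward kit, which reads the 3′ ends of polyadenylated transcripts, and synthetic ERCC spike-in RNAs are among the measured features.

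The deposited values are a normalised signal, not raw counts: per the labels and the name the authors gave the table, they are normalised with edgeR. The authors divided the reads of each gene by an effective library size and multiplied by 1000000. For the RNA-seq of this study the paper describes trimming with trim_galore and mapping of human reads to hg38 with STAR, stated for another melanoma line and not separately for these libraries. The counting tool, the annotation, the strand used for counting and the handling of reads with several matches are not stated. The table lists 12683 features, of which 67 are spike-ins and 12616 are genes named by symbol. Every listed feature has a value of at least 1 in at least 3 of the 12 libraries, so low features had been removed before deposition, and percentages of genes refer to the listed genes only.

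In every library 100% of the values were whole multiples of a single step, and dividing by this step gave whole reads. The totals recovered this way ranged from 2568187 to 3714608 reads per library, and 1 read equals a value of 0.278 to 0.389 depending on the library. Normalization factors derived from the column sums ranged from 0.906 to 1.088. Trimmed-mean factors recomputed with edgeR 4.0.16 on all features, spike-ins included, differed from them by at most 2.26e-11. Spike-ins were then set aside and the 12616 genes tested. A group whose libraries all hold 3 reads or fewer is treated as being at the floor, which corresponds to a value of at most 1.17. Fold changes against such a group are lower bounds computed against the floor. Bounds and floors cover counting error only, since reads amplified without molecular identifiers are not independent molecules.

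Values were analysed as log2(value + 1) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a mean-variance trend, over all 12 libraries and 4 group means. The contrasts were Dox minus control in each line, the difference between these changes (MeWo minus SkMel28, called the interaction), and SkMel28 control minus MeWo control. Tests were two-sided, p-values were adjusted by Benjamini-Hochberg over the genes of each contrast, and a gene was called at an adjusted p under 0.05. Counts at a fold change of at least 2 add that limit on the fitted change. Replicate numbers were not used to pair libraries, as the labels do not say that equal numbers share a culture or a day.

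The comparisons, tests, gene lists and rule for naming genes were fixed before the data were examined. The rule named MITF first, then 32 genes that the study's text discusses, which include MITF. It then named, per line, the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 in the higher group and no overlap between the 3 Dox and the 3 control libraries. It also named the 5 highest and 5 lowest genes by the smaller of the changes in the 2 lines, and the 3 highest and 3 lowest called interactions. This gave 58 genes, of which 3 are not analysed singly here and 55 are. Symbols were matched to GENCODE release 44 (hg38), which held 12337 of the 12616 symbols (97.8%), and coordinates are from that annotation. It gave a locus for 53 of these 55 genes, of which 14 overlap another listed gene.

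Sets of genes were written by hand and tested with camera in limma at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 22 tests (11 sets in 2 lines). The sets were the study's list, its differentiation genes, its proliferation targets, cell cycle, interferon response, nuclear-encoded oxidative phosphorylation, glycolysis, lysosome and autophagy, cholesterol synthesis, mesenchymal and matrix genes, and the integrated stress response. A further list of mitochondrially encoded genes had 0 of its 26 members among the listed genes and is not analysed here.

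The alternatives fixed in advance were edgeR quasi-likelihood tests and DESeq2 1.42.0 on the recovered reads, upper-quartile and quantile normalization, pseudocounts of 0.1 and 5, a stricter filter (at least 5 in at least 3 libraries), no filter, no mean-variance trend, a term for replicate number, a fit of 1 line alone, unadjusted p-values for the counts at 2-fold, and each of the 12 libraries left out. For sets, fry and camera with an estimated correlation were run. A further 6 alternatives were chosen after seeing the data: scaling to the spike-ins, trimmed-mean factors without spike-ins, and removal of a lowess trend (span 0.3) of each library on transcript GC content, on GC content of the last 500 bases, on G content of the last 300 bases, or on transcript length.

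The functions were tested on simulated reads for the 12616 genes, with the library sizes of the real samples. Each gene had 1 mean share, pooled over the controls of both lines. The simulation therefore held no difference between the lines without Dox and no wider spread in MeWo Dox. Genes were drawn independently, so it does not test camera on correlated genes. With limma, 76.5% of 200 genes changed in MeWo were recovered, with 4.38% false calls among the calls. In SkMel28, 73% of 100 changed genes were recovered, with 5.19% false calls. The interaction recovered 52% of 100 genes changed differently between the lines, with 1.89% false calls. With edgeR and DESeq2, false calls made up 7.65% and 9.3% of the calls in MeWo. They made up 3.7% and 5% in SkMel28 and 4.62% and 6.06% in the interaction. Camera called the simulated changed set and 1 of 41 other set tests. A simulated GC trend that gave 985 calls over 12337 genes gave 0 after the trend was removed. Other calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.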

Results

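RNA levels were measured by 3′ end sequencing in 12 libraries of MeWo and SkMel28 melanoma cells carrying a Dox-inducible hairpin against MITF, 3 control and 3 Dox libraries per line (0 and 1 µg/ml for 8 days). Each library held between 2568187 and 3714608 reads, of which spike-in RNAs took 5.69 to 8.55%. Reads were found for 12047 to 12339 of the 12616 listed genes per library, and the 10 most abundant genes took 9.51 to 13.06% of the gene reads. Values below are reads normalised to effective library size (reads per 1000000), given as mean ± SD of 3 libraries, and changes are log2 of (value + 1) with the standard error (SE) from limma. Across genes, the correlation between replicates was 0.984 to 0.985 in MeWo control, 0.979 to 0.983 in SkMel28 control and 0.981 to 0.985 in SkMel28 Dox. In MeWo Dox it was lower, at 0.960 to 0.976. Genes are not independent replicates, and these coefficients describe the libraries only.

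The first comparison asked how far the hairpin lowered its target. MITF lies on chromosome 3 (69739456 to 69968336, + strand, hg38). In MeWo it stood at 657, 663 and 708 in the control libraries and at 451, 354 and 371 in the Dox libraries (676 ± 27.9 against 392 ± 51.7, n = 3). The mean fell by 42.0%, a log2 change of −0.79 (SE 0.11, adjusted p 6.49e-05). In SkMel28 the control libraries gave 861, 739 and 792 and the Dox libraries 575, 578 and 552 (797 ± 61 against 568 ± 13.8, n = 3). The mean fell by 28.7%, a log2 change of −0.49 (SE 0.11, adjusted p 0.00705). In each line all 3 Dox libraries lay under all 3 control libraries. The SkMel28 change kept its size but not its call when the variances were fitted without a mean-variance trend. The fall in MeWo exceeded that in SkMel28 by −0.31 (SE 0.15), a difference that was not called (adjusted p 0.225).

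**Figure D1:**
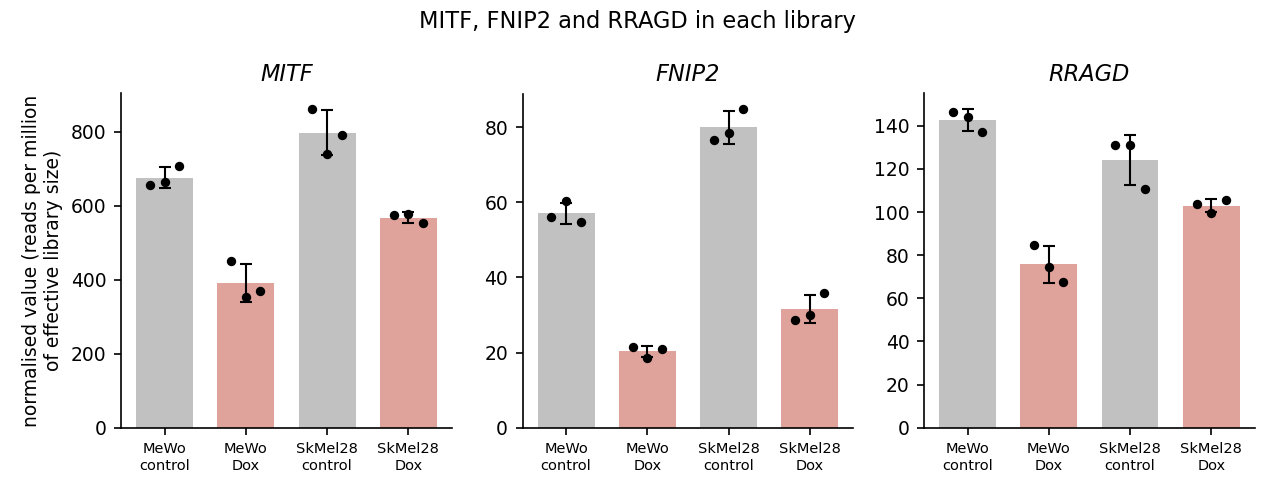
Normalised values of MITF, FNIP2 and RRAGD (reads per 1000000 of effective library size) in MeWo and SkMel28 with and without Dox. Bars are means, error bars SD and points the 3 libraries of each group; FNIP2 fell from 57.0 to 20.3 in MeWo and from 79.9 to 31.6 in SkMel28.

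The study used these libraries to ask whether regulators of the kinase complex mTORC1 depend on MITF, and it showed FNIP2 and RRAGD in MeWo from them. FNIP2 (chromosome 4, 158769026 to 158908050, + strand) fell in MeWo from 57.0 ± 2.85 to 20.3 ± 1.53 (log2 −1.45, SE 0.14, adjusted p 1.23e-06). In SkMel28 it fell from 79.9 ± 4.26 to 31.6 ± 3.82 (log2 −1.32, SE 0.14, adjusted p 7.31e-06), and the changes in the lines did not differ (adjusted p 0.713). RRAGD (chromosome 6, 89364616 to 89412273, − strand) fell in MeWo from 142.6 ± 4.97 to 75.8 ± 8.64 (log2 −0.91, SE 0.12, adjusted p 4.06e-05). In SkMel28 its mean went from 124 ± 11.7 to 103 ± 3.0, with all 3 Dox libraries under all 3 controls, and the change of −0.27 was not called (adjusted p 0.182). The interaction for RRAGD was −0.64 (SE 0.17, adjusted p 0.0297). This call was lost with each trend on base composition removed (−0.47 to −0.49), without the mean-variance trend and with a replicate block. It was lost without MeWo Dox replicate 3, SkMel28 control replicate 3, any single MeWo control or any single SkMel28 Dox library. It was also lost with scaling to the spike-ins, which gave −0.27. That scaling moved the median gene by 0.22 in MeWo, by −0.079 in SkMel28 and by 0.30 in the interaction. The composition of the spike-ins differed between control and Dox in both lines, as given below. Results with this scaling, wherever given, may therefore compare unlike spike-ins within a line.

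The related GTPase genes RRAGA, RRAGB and RRAGC were called in neither line, and RRAGB held at most 7 reads per library. Without MeWo Dox replicate 1, RRAGA (−0.49) and RRAGC (−0.40) were called in MeWo. TFEB and SESN2 were also not called. TFE3 rose in MeWo from 23.3 ± 2.55 to 33.6 ± 3.11 (log2 0.51, adjusted p 0.0324), a call lost when MeWo was fitted alone, with a replicate block, with the GC trend removed, and without Dox replicate 2 (0.51) or any single MeWo control (0.43 to 0.57), and changed by 0.14 in SkMel28 (adjusted p 0.661). The interaction for TFE3 was not called (adjusted p 0.305). DEPTOR rose from 8.57 ± 1.78 to 14.6 ± 2.03 in MeWo (log2 0.71, adjusted p 0.0457) and from 4.39 ± 1.18 to 9.94 ± 1.03 in SkMel28 (log2 1.04, adjusted p 0.0073). Its MeWo call, close to the threshold, was lost in several alternatives, the fit of MeWo alone among them.

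Of the 32 genes discussed by the study, 21 were called in MeWo (6 higher, 15 lower) and 14 in SkMel28 (3 higher, 11 lower). Adjusted over the list alone, the counts were 22 in MeWo, adding MC1R, and 15 in SkMel28, adding TYRP1. Over all genes MC1R was called in MeWo without Dox replicate 1 (0.50) and with scaling to the spike-ins (0.65), and TYRP1 in SkMel28 with each of the 3 base composition trends removed (−0.58 to −0.67) and without SkMel28 control replicate 3 (−0.64) or MeWo Dox replicate 1 or 2. The study shows MITF, FNIP2 and RRAGD from these libraries, so for these genes the counts over the list are not independent evidence.

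Several pigment cell differentiation genes on the list fell in both lines. TRPM1 (chromosome 15, 31001065 to 31161160, − strand) fell from 96.7 ± 3.81 to 14.8 ± 1.63 in MeWo and from 53.8 ± 3.46 to 12.7 ± 2.20 in SkMel28, log2 changes of −2.63 and −2.01. SLC45A2 had log2 changes of −1.76 and −1.61, and GPR143 of −0.86 and −0.62. PMEL went from 7450 ± 243 to 3261 ± 263 in MeWo and from 6562 ± 406 to 2569 ± 34.0 in SkMel28, log2 changes of −1.19 and −1.35. MLANA fell more in MeWo (log2 −1.65) than in SkMel28 (−0.54), and its interaction was called (adjusted p 0.000141), though not with scaling to the spike-ins. DCT went up in MeWo, from 950 ± 23.1 to 1790 ± 159 (log2 0.91, adjusted p 2.71e-05), and its change in SkMel28 was −0.24 (adjusted p 0.207, interaction adjusted p 0.00045). TYRP1 changed by −1.42 in MeWo and by −0.52 in SkMel28 (adjusted p 1.24e-05 and 0.0568). Its interaction (adjusted p 0.0298) was close to the threshold and was lost in 12 alternatives, most of which left out a library.

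TYR in MeWo depended on the library and on the fit. The Dox values were 389, 167 and 194 against 346, 398 and 375 in the controls, a change of −0.67 (adjusted p 0.0418). The call was lost when Dox replicate 2 (−0.44), Dox replicate 3 (−0.54) or any single MeWo control (−0.63 to −0.73) was left out, and with edgeR or DESeq2. It was also lost when MeWo was fitted alone, without the mean-variance trend, at a pseudocount of 0.1 and with scaling to the spike-ins (−0.40). Leaving out SkMel28 control replicate 3 or any single SkMel28 Dox library lost it too. In SkMel28 TYR changed by 0.28 (adjusted p 0.486). RAB38 was called in MeWo only (log2 −0.74, adjusted p 0.0161; SkMel28 −0.037, adjusted p 0.943), and its interaction was not called (adjusted p 0.126). The MeWo call was lost when MeWo was fitted alone, without the mean-variance trend, with scaling to the spike-ins (−0.47), and without Dox replicate 2 (−0.54), control replicate 2 (−0.72) or control replicate 3 (−0.68).

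Among genes linked by the study to proliferation and metabolism, MET fell from 253 ± 3.61 to 78.0 ± 16.1 in MeWo and from 67.5 ± 7.35 to 31.7 ± 3.7 in SkMel28 (log2 −1.70 and −1.07). CDK2 had log2 changes of −1.43 and −1.33. CDK2 (chromosome 12, 55966781 to 55972789, + strand) lies inside the annotated span of PMEL (55954105 to 55973317, − strand). Of 19 annotated PMEL transcripts, 1 overlaps CDK2 and 0 have their 3′ end within it. SCD was called in both lines, and went from 399 ± 18.6 to 199 ± 23.9 in MeWo and from 1176 ± 58.8 to 798 ± 3.68 in SkMel28. PPARGC1A fell by 1.21 in MeWo, not called at a pseudocount of 0.1, and was near 1 in both SkMel28 groups. NAMPT rose by 0.64 in MeWo and 0.94 in SkMel28. Its MeWo call was lost when MeWo was fitted alone, without the mean-variance trend, and without Dox replicate 3 (0.42), control replicate 1 (0.65) or control replicate 2 (0.54). NGFR rose in MeWo from 11.1 ± 1.56 to 71.2 ± 3.64 (log2 2.58, adjusted p 4.76e-06), and in SkMel28, where the control libraries were at the floor, it was at least 3.01-fold higher with Dox. KIT was called in SkMel28 (log2 −1.04, adjusted p 0.0138) at values of 4.31 ± 2.06 and 1.53 ± 0.74, a call that was lost in the fit of SkMel28 alone, at a pseudocount of 5, and when Dox replicate 2, Dox replicate 3 or control replicate 1 was left out. In MeWo the change of KIT was −0.47 (adjusted p 0.235). AXL rose from 3.04 ± 1.02 to 9.78 ± 1.65 in MeWo, not called at a pseudocount of 0.1, and was at the floor in both SkMel28 groups. HK2, AXIN2 and SLC27A1 were called in neither line.

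Over all 12616 genes, 2107 (16.7%) were called in MeWo, 1082 higher and 1025 lower with Dox. At a change of at least 2-fold there were 784, of which 443 were higher and 341 lower. The alternative that moved the count most, apart from leaving out libraries, was the fit of the 6 MeWo libraries alone, which called 813 genes and 496 at 2-fold. The main fit shares its estimate of the spread over all groups, and replicates correlated least in MeWo Dox, so the count of 2107 may be too high. Single libraries mattered as well. Without Dox replicate 1 the count was 3913 (1318 at 2-fold), and 2032 of the 2107 genes were among them. Without control replicate 2, Dox replicate 3 or control replicate 3 it was 1281, 1301 or 1320. With scaling to the spike-ins 2478 genes were called, 2096 higher and 382 lower. As the spike-ins differed in composition between control and Dox, this shift of directions may come from the spike-ins themselves.

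The largest rises in MeWo by the naming rule included TCN1, SERPINA3, CYP1B1 and KCNN4. TCN1 (chromosome 11, 59852800 to 59866489, − strand) rose from 2.74 ± 1.00 to 149 ± 32.1 (log2 5.33) and CYP1B1 from 10.9 ± 2.78 to 290 ± 45.3 (log2 4.62). SERPINA3 and KCNN4 were at the floor in the MeWo controls and were at least 29.3-fold and at least 25.9-fold higher with Dox. The largest falls included PNLIPRP3, CTSK, NMRK2 and FAM69C (current symbol DIPK1C). CTSK (chromosome 1, 150794880 to 150809577, − strand) fell from 278 ± 11.2 to 20.7 ± 11.1 (log2 −3.79), PNLIPRP3 from 38.5 ± 3.81 to 1.46 ± 0.671 (log2 −4.03) and FAM69C from 59.0 ± 8.35 to 5.22 ± 1.29 (log2 −3.28). NMRK2 was at the floor with Dox and at least 11.7-fold lower than in the controls. In SkMel28, TCN1, SERPINA3 and KCNN4 were also called higher and NMRK2 lower.

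In SkMel28, 1378 genes (10.9%) were called, 742 higher and 636 lower, and 540 changed at least 2-fold (347 higher, 193 lower). Scaling to the spike-ins lowered the count to 929, with 395 higher and 534 lower. Without Dox replicate 2, Dox replicate 1 or control replicate 3 it was 784, 818 or 833, and without MeWo Dox replicate 1, which enters through the shared estimate of the spread, it was 2042. The largest rises were ANGPTL7, from 1.89 ± 0.922 to 100.5 ± 6.45 (log2 5.19), SCRG1 (4.07), COL22A1 (3.74), FGFBP2 (3.71) and PCDH1 (3.59). FGFBP2 overlaps PROM1 on the same strand and ANGPTL7 overlaps MTOR on the other strand. The largest falls were ATP6V0D2 (log2 −3.45), SNAR-C4 (−2.91), ZNF114 (−2.45), PNLIPRP3 (−2.35) and SNAR-E (−2.35). SNAR-C4 and SNAR-E belong to a family of near-identical small RNAs, so that their reads cannot be assigned to a single member with certainty, and no locus was matched to them.

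The next comparison asked which changes the lines shared. Of the 515 genes called in both lines, 467 changed in the same direction (241 higher, 226 lower) and 48 in opposite directions. Independent calls would give 115 of each. Across all tested genes the changes in the lines correlated with r = 0.263, a description of genes and not of independent replicates. The shared count fell to 287 when each line was fitted alone, to 299 with scaling to the spike-ins and to 297 without SkMel28 Dox replicate 2. The shared rises by the naming rule included MATN2, COL9A3, EPHB3 and PCDH1. COL9A3 (chromosome 20, 62816244 to 62841159, + strand) rose from 25.5 ± 1.63 to 234 ± 22.9 in MeWo and from 115 ± 23.9 to 827 ± 62.0 in SkMel28 (log2 3.15 and 2.86). MATN2 rose by 3.49 and 3.26 on the log2 scale, and EPHB3, at the floor in MeWo controls, was at least 12.3-fold higher in MeWo and rose by 2.66 in SkMel28. The shared falls were ATP6V0D2, PNLIPRP3, TSPAN10, TRPM1 and PRDM7. ATP6V0D2 was at least 8.80-fold lower in MeWo, where the Dox libraries were at the floor. TSPAN10 had log2 changes of −2.57 and −2.13, and PRDM7, which has the near-identical paralog PRDM9, of −3.19 and −1.85.

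**Figure D2:**
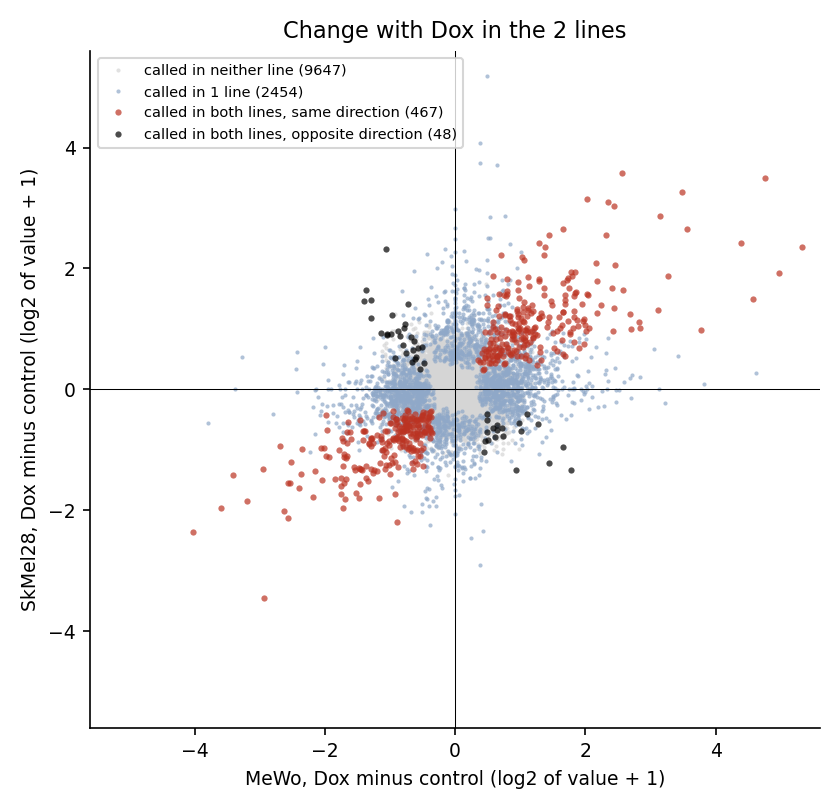
Change with Dox (log2 of value + 1, Dox minus control) of each of the 12616 genes in MeWo (x axis) and SkMel28 (y axis). Points are genes; 467 were called in both lines in the same direction and 48 in opposite directions.

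Whether the lines differed in their change with Dox was tested by the interaction, which called 894 genes. In 468 the change was more positive in MeWo and in 426 it was more negative. Of the 515 genes called in both lines, 104 had an interaction call, among them all 48 with opposite directions. The count was 554 without the mean-variance trend and 1518 with scaling to the spike-ins (1359 more positive and 159 more negative in MeWo), 3115 without MeWo Dox replicate 1, and 449 without MeWo control replicate 2. It was 475, 488, 493 and 556 without SkMel28 Dox replicate 1, MeWo control replicate 3, SkMel28 Dox replicate 2 and MeWo Dox replicate 3, and 527 without SkMel28 control replicate 2 or 3. The highest interactions named by rule were CYP1B1 (log2 4.35), MYRF (3.75) and TUBB2B (3.45). CYP1B1 and MYRF were at the floor in both SkMel28 groups, so that no change in SkMel28 was detectable at this depth. TUBB2B rose from 7.0 ± 2.05 to 76.0 ± 27.9 in MeWo and went from 4.35 ± 1.68 to 3.43 ± 0.515 in SkMel28, and reads of its near-identical paralog TUBB2A counted with it are not ruled out. The lowest were ANGPTL7 (−4.70), FAM69C (−3.82) and SCRG1 (−3.68). FAM69C went down in MeWo and from 8.27 ± 0.473 to 12.5 ± 1.17 in SkMel28 (adjusted p 0.103). The CYP1B1 and SCRG1 interactions were not called by edgeR or DESeq2.

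**Figure D3:**
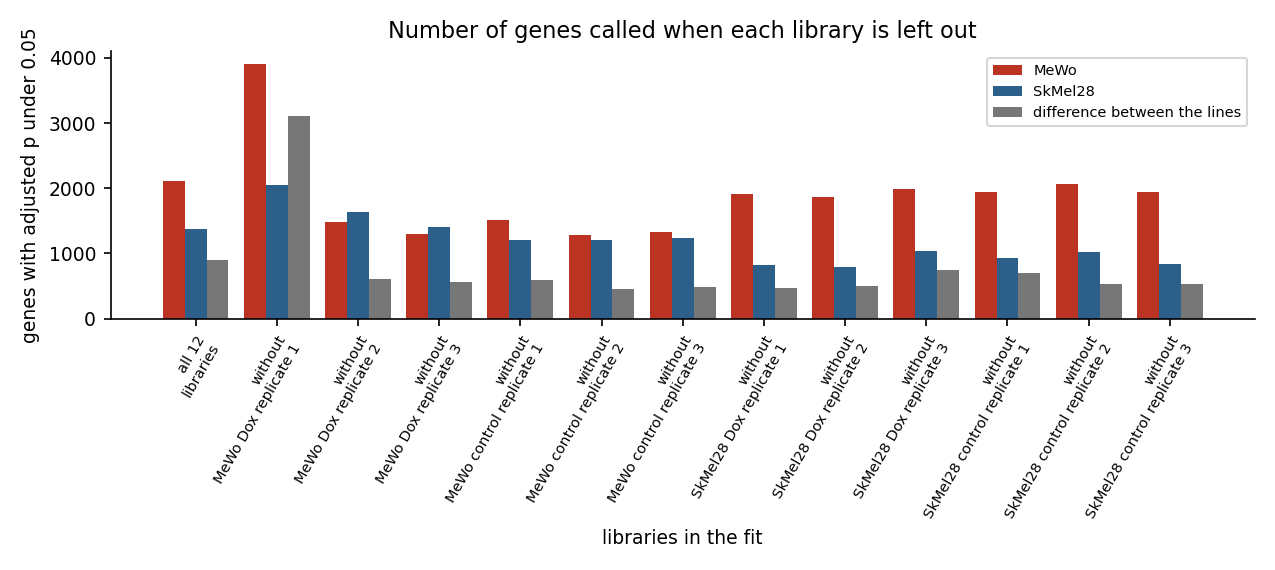
Number of genes with an adjusted p under 0.05 (y axis) for the change in MeWo, the change in SkMel28 and the difference between the lines, with all 12 libraries and with each library left out in turn (x axis). The MeWo count ranged from 1281 to 3913, the highest without MeWo Dox replicate 1.

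Without Dox the lines differed in 6485 of the 12616 genes (51.4%), 3352 higher and 3133 lower in SkMel28, and 3330 differed at least 2-fold. Per the labels the lines were kept in different media, in which case line and medium cannot be separated. MITF differed by 0.24 on the log2 scale (SE 0.11, adjusted p 0.0794). TYRP1 was lower in SkMel28 by a log2 difference of −4.23, PPARGC1A by −4.73 and KIT by −4.40, and HK2 was higher by 2.50.

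In the set tests, 15 of the 22 tests were called by camera, 8 with an estimated correlation, 20 by fry, and 8 by all of these. The 8 were the study's list and its differentiation genes in both lines, oxidative phosphorylation in MeWo, and cell cycle, glycolysis and mesenchymal and matrix genes in SkMel28. The differentiation genes (10 genes) had a median log2 change of −1.03 in MeWo (adjusted p 3.69e-07, 8 of 10 lower) and −0.53 in SkMel28 (adjusted p 2.15e-07, 9 of 10 lower). All 10 are also on the study's list, whose medians were −0.55 and −0.22 (adjusted p 2.67e-05 and 0.000144). The 9 proliferation targets had medians of −0.47 and −0.066 and were not called by camera (adjusted p 0.0905 and 0.219).

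Cell cycle genes (46 genes) had a median of −0.49 in SkMel28, with 44 lower (adjusted p 1.02e-12), and −0.14 in MeWo, with 32 lower (adjusted p 0.0302). The MeWo value was not called with an estimated correlation (adjusted p 0.315), nor without Dox replicate 1 (0.143) or Dox replicate 3 (0.136), and was 0.000327 without Dox replicate 2. It was also not called with the trend removed on GC content (0.0804), on GC content of the last 500 bases (0.0675) or on G content of the last 300 bases (0.0781), in the fit of MeWo alone (0.0542) or with scaling to the spike-ins (0.154). Oxidative phosphorylation genes (76 genes) had medians of −0.25 in MeWo (adjusted p 5.61e-06, 64 lower) and −0.11 in SkMel28 (adjusted p 0.000192, 59 lower). Mesenchymal and matrix genes (26 genes) were higher, with medians of 0.082 in MeWo (adjusted p 0.011, and 0.0552 without Dox replicate 1) and 0.54 in SkMel28 (adjusted p 1.09e-07, 24 higher). Glycolysis genes had medians of −0.23 (adjusted p 0.278) and −0.34 (adjusted p 7.29e-05). Interferon response genes had medians of −0.31 and −0.14 (adjusted p 0.025 and 0.0269), and lysosome and autophagy genes −0.12 and −0.16 (adjusted p 0.0302 and 0.00308). Neither held with an estimated correlation. The MeWo interferon call was also lost with the stricter filter (0.119) and without Dox replicate 2 (0.0602). The MeWo lysosome call was lost with scaling to the spike-ins (0.242), in the fit of MeWo alone (0.0536), without the mean-variance trend (0.052), and without control replicate 1 (0.0835) or Dox replicate 1 (0.167). The SkMel28 interferon call was lost at a pseudocount of 0.1 (0.0583) and without control replicate 3 (0.0567) or Dox replicate 3 (0.0566). Cholesterol synthesis genes (adjusted p 0.329 and 0.102) and integrated stress response genes (adjusted p 0.93 and 0.119) were not called by camera. Fry called the cholesterol set in both lines (adjusted p 0.00546 and 0.00143), the proliferation targets in both (0.000941 and 0.0243) and glycolysis in MeWo (0.0484). Of 11 interaction tests of sets, run only by camera at the preset correlation, the cell cycle set was called (adjusted p 0.00105). The fall was larger in SkMel28.

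Spike-in RNAs took 7.63 ± 1.17% of the reads in MeWo control and 6.17 ± 0.451% in MeWo Dox, and 7.40 ± 0.591% and 8.13 ± 0.395% in SkMel28 control and Dox (n = 3). The change in share was −1.46 percentage points in MeWo and 0.739 in SkMel28 (two-sided exact permutation p 0.2 in each, where 3 libraries against 3 cannot go below 0.1). The changes differed by −2.20 points (permutation p 0.03 over 400 arrangements, smallest possible 0.005). The composition of the spike-ins also differed between groups. For the 33 spike-ins with at least 30 reads in every library, log2 changes of their shares among the spike-ins ranged from −2.68 to 1.24 in MeWo and from −1.03 to 2.31 in SkMel28. Across these spike-ins the changes in the lines had r = −0.979 (Spearman rho −0.934), a relation across spike-ins and not across independent samples.

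**Figure D4:**
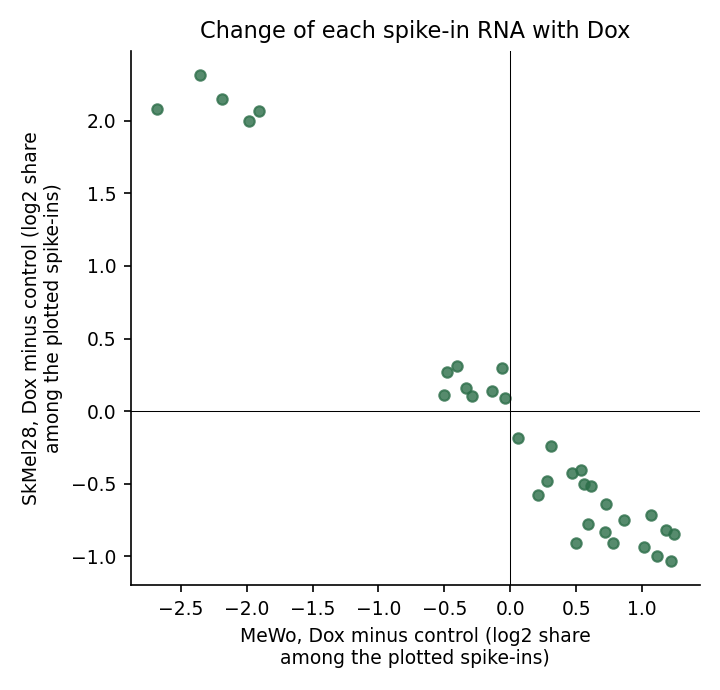
Change with Dox of the share of each of 33 spike-ins among the spike-ins (log2, Dox minus control) in MeWo (x axis) and SkMel28 (y axis). Points are spike-ins; those that rose in MeWo fell in SkMel28, with r = −0.979.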

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

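The tests of a common but weaker response, of G content at the 3′ end and of the spike-in composition were chosen after these results were seen, and the test on other splits of the samples was chosen before.

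Among the genes named above, 22 had a difference between the lines in their change with Dox, by the interaction test. Among the study's genes the differences were −0.64 for RRAGD, 1.15 for DCT, −0.90 for TYRP1 and −1.10 for MLANA on the log2 scale. Among genes named for large rises in MeWo they were 2.98 for TCN1, 3.06 for SERPINA3, 4.35 for CYP1B1 and 3.08 for KCNN4. For large falls in MeWo they were −1.68 for PNLIPRP3, −3.23 for CTSK, −1.99 for NMRK2 and −3.82 for FAM69C. For SkMel28 they were −4.70 for ANGPTL7, −3.68 for SCRG1, −3.36 for COL22A1, −3.06 for FGFBP2, 3.29 for SNAR-C4, 2.69 for ZNF114 and 2.79 for SNAR-E, and those named for both lines or for the interaction added −1.35 for PRDM7, 3.75 for MYRF and 3.45 for TUBB2B. Genes named for a large change in 1 line were selected on that change, which favours a difference between the lines.

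The 894 interaction calls were set against other arrangements of the libraries between the lines within each dose, after each line was centred on its own mean. Of 100 arrangements drawn, the real one included, 3 gave any call and 2 gave at least 894 calls. The other arrangement with at least 894, at 1696 calls, exchanged MeWo Dox replicate 1 with SkMel28 Dox replicate 3. An exchange between the lines puts any difference in their response into the spread. Few calls in the other arrangements are then built in, and the comparison decides little. A single common response that is only weaker in SkMel28 would leave few genes with opposite signs, and 9.32% of the genes called in both lines had them. These are 48 of the 894 interaction calls, and the values argue against this explanation for those genes only. They were not counted again with a trend on base composition removed. For genes such as MLANA, PRDM7 or PNLIPRP3 that fell in both lines, a weaker response in SkMel28 stays open. A trend on the G content of the last 300 bases of the transcript was also weighed. With this trend removed, 79.1% of the calls remained as the same genes, which argues against it as the whole cause, but the RRAGD and TYRP1 calls were lost (log2 −0.49 and −0.58).

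What else stays open is a difference between the lines or, if the media on the labels hold, between their media. Each line was kept in a single medium, so these cannot be separated. A different action of Dox itself in the lines was not tested either, as no comparison here has Dox without the hairpin. The size of several differences depends on values near the floor. CYP1B1 and MYRF in SkMel28, and COL22A1 and ZNF114 in MeWo, were at the floor in both groups, so that their log2 differences rest on the pseudocount. For CYP1B1, COL22A1, NMRK2, PNLIPRP3 and SCRG1 the interaction was not called by edgeR or DESeq2, and for ZNF114 not by DESeq2 (3.89). TCN1 lost its call at a pseudocount of 0.1 (2.02), and PRDM7 at a pseudocount of 5 (−0.39). SNAR-C4, SNAR-E, TUBB2B and PRDM7 have near-identical relatives, and which member the reads came from is not settled by these values.

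The cell cycle set differed between the lines (adjusted p 0.00105 by camera on the interaction, the only call among 11 sets). Its genes fell in SkMel28, with 44 of 46 lower, and less in MeWo, with 32 of 46 lower. The MeWo side of this difference leans on single libraries, as the set was at an adjusted p of 0.000327 in MeWo without Dox replicate 2 and at 0.143 without Dox replicate 1. For the 22 set tests of the changes within lines, 1 of the 100 splits, the real one, gave the 15 calls observed. The others gave from 1 to 13, and each still holds part of the change with Dox, as it sets unequal numbers of Dox libraries against each other. A difference between the lines in growth with Dox stays open, as do medium and density at harvest. The fall in MeWo was not called with a trend on base composition removed. The difference between the lines was tested only by camera at the preset correlation of 0.01. It was not recomputed with these trends removed, with an estimated correlation, by fry or with a library left out. Within the lines, an estimated correlation moved the adjusted p of the set to 0.0163 in SkMel28 and 0.315 in MeWo.

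Spike-in reads lie outside the gene comparisons. Their share of reads moved in opposite directions with Dox in the lines, a difference of −2.20 percentage points. If only the amount of cellular RNA had changed, all spike-ins would have shifted alike. Instead the log2 changes of the single spike-ins had an SD of 1.09 in MeWo and 1.02 in SkMel28, against 0.199 within groups, which argues against a change in RNA amount as the only cause. In MeWo the 3 Dox and 3 control libraries did not overlap for 24 of the 33 spike-ins and in SkMel28 for 28 of 33, where chance gives 10%. The changes in the lines mirrored each other (r = −0.979). SkMel28 Dox differed from MeWo control by an SD of 0.105 over spike-ins, and SkMel28 control from MeWo Dox by 0.212. A candidate explanation is that 2 spike-in mixes of different composition were used, with MeWo control and SkMel28 Dox given one and the other groups given the other. Under this hypothesis, scaling to the spike-ins compares different mixes within each line, and its results say little about changes in total RNA. The labels do not name the mixes.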

How the results depend on the processing

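The MeWo count was recomputed under 29 alternatives, of which 12 left out a library and 6 were chosen after seeing the data, and the other results under those that apply to them. The filter fixed in advance removed no gene, since every listed gene already passed it, so the fit without a filter was the same fit and says nothing about stability. The counts outside 1.5 times their value were as follows. Fitting each line alone gave 813 genes in MeWo, 496 at 2-fold and 287 changed in the same direction in both lines. That fit has fewer libraries behind its estimate of the spread, but in SkMel28 it gave 1558, against 1378 in the main fit. Fewer libraries alone therefore do not account for the lower MeWo count. Replicate correlations were lowest in MeWo Dox (0.960 to 0.976). The main fit shares its estimate of the spread over all groups, which may understate the spread in MeWo. Without the mean-variance trend the interaction count was 554. A pseudocount of 5, which shrinks changes of low values by construction, gave 391 genes at 2-fold in MeWo and 247 in SkMel28. The baseline count was 4321 with a replicate block, which also gave 1821 genes in MeWo, 1070 in SkMel28 and 641 in the interaction, and the deviations of libraries with equal numbers did not pair them (correlations across genes from −0.33 to 0.30). Scaling to the spike-ins gave 1518 interaction calls and 299 genes changed in the same direction, and moved the median change of all genes to 0.22 in MeWo, −0.079 in SkMel28 and 0.30 in the interaction. Called sets fell from 15 to 8 with an estimated correlation. Except where a cause is given, the cause was not tested.

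Across the 12 fits that each left out a library, the MeWo count ranged from 1281 to 3913, the SkMel28 count from 784 to 2042, the interaction count from 449 to 3115, the MeWo count at 2-fold from 671 to 1318 and the count changed in the same direction from 297 to 616. Fits without 1 library have less information by construction, yet the counts without MeWo Dox replicate 1 rose. Over the other alternatives the MeWo count stayed between 1689 (no trend) and 2478 (scaling to the spike-ins), the line fitted alone excepted. EdgeR called 2043 genes in MeWo, 1902 of them among the 2107, and DESeq2 called 1871, with 1732 among them. In SkMel28 edgeR called 1419 and DESeq2 1298. Unadjusted p-values gave 827 and 577 genes at 2-fold.

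MITF fell in both lines in every alternative. In SkMel28 its call was lost without the mean-variance trend, at the same change of −0.49, because that fit uses another spread for the gene. For FNIP2 the calls in both lines held in all 29 alternatives.

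Of 108 changes of named genes other than MITF, 79 kept direction and call in every alternative and 29 did not. Of 22 interactions named, 11 kept their call, and of 22 set tests 9 did. Reversed values belonged to changes that were not called. With the G trend removed TFEB in MeWo was at −0.15, SESN2 in MeWo at −0.066 and AXIN2 in SkMel28 at −0.083. With the GC trend of the last 500 bases removed TFEB was at −0.080 and AXIN2 at −0.033. With the GC trend of the whole transcript removed TFEB was at −0.051. Scaling to the spike-ins put RRAGC at 0.016 and SLC27A1 at 0.21 in MeWo and AXIN2 at −0.040 in SkMel28. Relative to the shift of the median gene, the RRAGC and SLC27A1 changes in MeWo were under 0 and the AXIN2 change in SkMel28 was above 0. These reversals therefore follow the shift. Removing the length trend put RAB38 at 0.033 and AXIN2 at −0.026 in SkMel28, quantile normalization put RAB38 at 0.023, AXIN2 at −0.043 and MYRF at −0.0026 there, and a pseudocount of 0.1 put AXIN2 at −0.019. The direction of the integrated stress set in MeWo reversed at adjusted p 0.982 (pseudocount 5), 0.917 (fry) and 0.803 (scaling to the spike-ins).

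Leaving out a library reversed further uncalled changes, which ranged in MeWo from −0.12 to 0.40 for TFEB, −0.070 to 0.46 for SESN2, −0.16 to 0.43 for AXIN2, −0.16 to 0.0085 for SLC27A1, −0.12 to 0.65 for SCRG1, −0.19 to 0.77 for SNAR-C4 and −0.27 to 0.84 for SNAR-E. In SkMel28 they ranged from −0.27 to 0.041 for RRAGA, −0.19 to 0.013 for RRAGC, −0.19 to 0.18 for RAB38, −0.42 to 0.18 for PPARGC1A, −0.32 to 0.30 for AXIN2, −0.011 to 0.14 for MYRF and −0.45 to 0.0030 for TUBB2B. The adjusted p of the integrated stress set in MeWo ranged from 0.291 to 0.976. The depth limits what can be said of TFEB, RRAGB, AXIN2, ZNF114 and MYRF, which held few reads in some or all groups.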

Other observations

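The tests on other splits of the samples and on the integrated stress response were chosen before the results were seen, and the tests on GC content, on MeWo Dox replicate 1 and on CDK2 were chosen after the data had been seen.

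For the change in MeWo, 1 of the 10 splits of its 6 libraries into 3 and 3, the real one, gave as many as 2107 genes, and the same held for the 784 genes at 2-fold, for the 1378 and 540 genes in SkMel28 and for the 6485 genes between the control groups. With 10 splits the share cannot go below 0.1. All 100 pairings of a split in MeWo with a split in SkMel28 were also run, and 1, the real one, gave as many as 467 genes changed in the same direction. In the others 0 genes were called in both lines. This follows from the single lines, where the other splits gave 0 calls in MeWo and at most 2 in SkMel28, since a mixed split puts the change with Dox into the spread. It therefore adds little to the limit of 1 in 10 for each line.

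The GC content of transcripts was weighed as a source of the calls. With a trend of each library on GC content removed, 91.1% of the tested MeWo calls and 95.7% of the SkMel28 calls remained as the same genes. These values argue against GC content as the whole cause. The correction was first run on the GC content of the last 500 bases and then on that of the whole transcript.

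Dox can act on cells without a hairpin, and one route would be the integrated stress response. If it did, the set of integrated stress genes would have risen in both lines. Its adjusted p was 0.93 in MeWo, with 12 of 23 genes higher, and 0.119 in SkMel28, with 13 of 23 lower. Its members went both ways in each line, so these values do not settle whether Dox acted through this response. Other actions of Dox remain untested.

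MeWo Dox replicate 1 stood apart from the other MeWo Dox libraries. Over genes, the SD of its log2 deviation from the mean of the other libraries of its group was 0.530, against 0.448 and 0.371 for the other libraries of the group and 0.247 to 0.341 in the other groups. Its correlation with the mean of the MeWo controls was 0.970 across genes, against 0.949 and 0.954 for the others. With the mean of the other MeWo Dox libraries its correlation was also 0.970, against 0.976 and 0.983. Leaving it out raised the MeWo count from 2107 to 3913. Depth argues against fewer reads as the cause, as it held 3174174 reads, more than the other MeWo Dox libraries. Its deviation was related to the base composition of the transcript, and so was that of MeWo Dox replicate 2. Over 8929 genes, the correlation of the deviation with G content was −0.405 for replicate 1 and 0.426 for replicate 2. The relation therefore does not single out replicate 1. A search covered 1024 correlations (256 properties and 4 differences between groups or libraries, over 5975 genes), of which the largest size was 0.424. In it the G content of the last 300 bases had r = −0.412 with the difference of MeWo Dox replicate 1 from the other Dox libraries. That property was picked from the search, so the coefficient is a selected one. With the trend on this property removed, leaving the library out still raised the MeWo count 1.67 times, which argues against it as the whole cause.

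A weaker response in this library, from less knock-down or from control cells mixed in, is not settled. MITF was higher in it than in the other Dox libraries, by 0.31 over their mean on the log2 scale. Other genes that fell in MeWo were also highest in it among the Dox libraries. They were TYR, CDK2, TYRP1, FNIP2, RRAGD, PMEL, MLANA, RAB38, CTSK, FAM69C, PRDM7 and PNLIPRP3. NGFR, KCNN4, TUBB2B, COL9A3 and EPHB3, which rose, were lowest in it. Other named genes went against a weaker response. TRPM1, MET, SCD, TSPAN10 and ATP6V0D2, which fell in MeWo, were lowest in this library. CYP1B1, TCN1, DCT, MATN2, MYRF, TFE3 and DEPTOR, which rose, were highest. Genes that rose in SkMel28 were chosen on the change in the other line. With a weaker response they would be lower in this library, and their median deviation was 0.102 with the trend removed. Genes that fell in SkMel28 had a median deviation of −0.129. These medians go against a weaker response, but MeWo Dox replicate 2 had medians of −0.113 and 0.145, so that a single library at this spread decides little. Whether the difference arose in culture or in library making stays open.

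CDK2 changed by −1.43 in MeWo and −1.33 in SkMel28 on the log2 scale. It ranked 43rd among all genes in MeWo control and 55th in SkMel28 control. Reads of the PMEL gene, on the opposite strand, were weighed as a source. The kit reads 3′ ends, and 0 of the 19 annotated PMEL transcripts have their 3′ end within CDK2, the nearest being 5581 bases away, which argues against reads from these ends. Reads primed inside the 1 PMEL transcript that overlaps CDK2 stay open. The change of CDK2 minus that of PMEL was −0.232 in MeWo and 0.021 in SkMel28. The change of CDK2 alone had a SE of 0.19, and no error of the difference was computed. CDK2 stood at 39.4 ± 1.27% of PMEL in MeWo control, 34.5 ± 10.4% in MeWo Dox, 27.1 ± 3.98% in SkMel28 control and 27.3 ± 2.17% in SkMel28 Dox. Among the MeWo Dox libraries it ranged from 26.7 to 46.3%, so CDK2 did not follow PMEL closely there. CDK2 may also respond to MITF itself. The counting strand and annotation are not stated, and reads primed inside PMEL and a change of CDK2 itself cannot be told apart from the table.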
